# Hyperconserved Elements in Human 5′UTRs Shape Essential Post-transcriptional Regulatory Networks

**DOI:** 10.3389/fmolb.2020.00220

**Published:** 2020-08-28

**Authors:** Paola Zuccotti, Daniele Peroni, Valentina Potrich, Alessandro Quattrone, Erik Dassi

**Keywords:** post-transcriptional regulation, 5cpsdummy′UTR, phylogenetic conservation, regulatory networks, RNA-binding proteins, homeobox, RBMX

## Abstract

Post-transcriptional regulation (PTR) of gene expression is a powerful determinant of cellular phenotypes. The 5′ and 3′ untranslated regions of the mRNA (UTRs) mediate this role through sequence and secondary structure elements bound by RNA-binding proteins (RBPs) and non-coding RNAs. While functional regions in the 3′UTRs have been extensively studied, the 5′UTRs are still relatively uncharacterized. To fill this gap, we used a computational approach exploiting phylogenetic conservation to identify hyperconserved elements in human 5′UTRs (5′HCEs). Our assumption was that 5′HCEs would represent evolutionarily stable and hence important PTR sites. We identified over 5000 5′HCEs occurring in 10% of human protein-coding genes. These sequence elements are rather short and mostly found in narrowly-spaced clusters. 5′HCEs-containing genes are enriched in essential cellular functions and include 20% of all homeotic genes. Homeotic genes are essential transcriptional regulators, driving body plan and neuromuscular development. However, the role of PTR in their expression is mostly unknown. By integrating computational and experimental approaches we identified RBMX as the initiator RBP of a post-transcriptional cascade regulating many homeotic genes. This work thus establishes 5′HCEs as mediators of essential post-transcriptional regulatory networks.

## Introduction

Post-transcriptional control of gene expression (PTR) is a key determinant of protein levels and of the consequent cell phenotypes (Vogel et al., 2010; Schwanhäusser et al., 2011). The 5′ and 3′ untranslated regions of the mRNA (UTR) mediate this role through sequence and secondary structure elements, bound by RNA-binding proteins (RBPs) and non-coding RNAs (ncRNAs). These factors ultimately control the fate of a transcript by regulating its cytoplasmic lifecycle (Glisovic et al., 2008; Bartel, 2018). RBPs are a major player in PTR, counting over 1500 human genes (Gerstberger et al., 2014) whose action forms a complex network of cooperative and competitive interactions (Dassi, 2017).

Several works have focused on characterizing regulatory elements in 3′UTRs, while less is known about functional regions in 5′UTRs. Which are the factors binding them, and which is their impact on the fate of the transcripts carrying them? A comprehensive catalog of functional regions in the 5′UTRs is still missing, hampering our ability to understand the mechanisms exploiting this regulatory hotspot. We and others have successfully compiled such a catalog in 3′UTR by exploiting the intuitive concept that evolutionarily conserved regions in mRNAs may be functional (Bejerano, 2004; Sathirapongsasuti et al., 2011; McCormack et al., 2012; Dassi et al., 2013). The 5′ and 3′UTR appear to have different functions (Hinnebusch et al., 2016; Mayr, 2017) and are thus likely endowed with distinct profiles of *cis*-elements and targeting *trans*-factors. However, this phylogenetic approach is general.

We present here the analysis of hyperconserved regions in 5′UTRs (5′HCEs), based on a broad set of 44 vertebrate genomes. Among the 5248 identified 5′HCEs are several known and highly conserved regulatory sites, indicating the sensitivity of our approach. We find homeotic genes enriched among 5′HCE-containing genes. They are key developmental regulators (McGinnis and Krumlauf, 1992; Philippidou and Dasen, 2013), highly conserved from fungi to mammals (Holland, 2013). Homeotic genes define embryonic regions identity (Mallo et al., 2010; Gehring, 2012) and affect organ, neural, and muscular development (Philippidou and Dasen, 2013; Zagozewski et al., 2014). Their transcriptional regulation is pretty well characterized (Mallo and Alonso, 2013), while little is known about 3′UTR regulation by RBPs (Pereira et al., 2013; Rogulja-Ortmann et al., 2014) or miRNAs (Yekta et al., 2004; Li et al., 2014; Wang et al., 2014). Limited evidence supports alternative transcription initiation sites or IRESes (Regadas et al., 2013; Xue et al., 2015) and regulation by RBPs through their 5′UTR (Nie et al., 2015). Among potential post-transcriptional regulators of homeotic genes, RBMX is an RBP associated with neuromuscular developmental defects in *X. laevis* (Dichmann et al., 2008) and *D. rerio* (Tsend-Ayush et al., 2005). RBMX regulates splicing (Heinrich et al., 2009; Wang et al., 2011) and transcript abundance (Liu et al., 2017).

Through this work, we describe a post-transcriptional regulatory network of homeotic genes shaped by 5′HCEs and driven by RBMX.

## Methods

### *5*′HCE Identification

All human 5′UTRs, the 44-vertebrates alignment (phastCons44way table) and sequence conservation scores (SCS) were obtained from UCSC (hg18 genome) (Tyner et al., 2017). Branch length score (BLS) was computed for each human 5′UTR as described in Dassi et al. (2013) and averaged with SCS to derive the hyperconservation score (HCS). Then, a sliding-window algorithm, starting with fully conserved 5-nucleotides seeds (HCS = 1.0) and expanding them upstream and downstream until a score threshold of 0.85 is reached, was applied to the 5′UTRs as described in Dassi et al. (2013), obtaining hyperconserved elements (HCEs). The threshold of 0.85 was chosen to have each score component (SCS and BLS) not lower than 0.7 when the other is 1.0 and vice versa, thus ensuring that HCEs are only the most conserved regions. Identified regions were then lifted over to the hg19 assembly and checked for consistency and being in a 5′UTR. Functional enrichments were computed by DAVID (Huang et al., 2007) using Gene Ontology, INTERPRO, PFAM, and SMART annotations. The full catalog of 5′HCEs has been added to the AURA2 database (Dassi et al., 2014), reachable at http://aura.science.unitn.it.

### Motif Analysis

*De novo* motif search was performed on homeotic genes 5′HCEs with DynaMIT (Dassi and Quattrone, 2016), using Weeder (Pavesi et al., 2004) for sequence motifs (length 6–12 nts with 1–4 mismatches resp.; motif in ≥ 25% of sequences), RNAforester (Höchsmann et al., 2003) for secondary structure motifs (multiple alignment, local search mode), and “co-occurrence” as motif integration strategy. The best integrated motif from DynaMIT was used, keeping only positions with ≥ 10 supporting sequences, thus trimming the motif. Trimmed parts represent the lowly-supported ends of individual motifs with respect to the core shared by multiple motifs.

The PWMs for 193 RBPs were obtained from CISBP-RNA (Ray et al., 2013). Pearson correlation between PWMs and the motif was computed by TFBSTools (Tan and Lenhard, 2016). The RBMX PWM was matched against homeotic 5′HCE sequences with Biopython (Cock et al., 2009). Only PWMs ≥ 4 nts long were used, retaining matches with score > 70%.

### Cell Culture

HEK293 cells were cultured in DMEM with 10% FBS, 100 U/ml penicillin-streptomycin and 0.01 mM l-glutamine (Gibco, United States), and maintained at 37°C in a 5% CO_2_ incubator.

### RBMX Knock-Down and Overexpression

We performed *RBMX* knock-down as described in Matsunaga et al. (2012). We used *RBMX* siRNA-1 (5′-UCAAGAGGAUAUAGCGAUATT-3′) and siRNA-2 (5′-CGGAUAUGGUGGAAGUCGAUU-3′) for knock-down, and negative control siRNA S5C-060 (Cosmo Bio, Japan). 1.5 × 10^6^ HEK293 cells were seeded into two 10 cm Petri dishes and transfected with Lipofectamine 2000, using a mixture of both siRNA at 25 nM.

Full-length *RBMX* was amplified by PCR using HeLa cells cDNA and the Fw: 5′ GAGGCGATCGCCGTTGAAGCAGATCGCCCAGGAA 3′ and Rv: 5′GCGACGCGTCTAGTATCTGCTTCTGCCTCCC 3′primers. The amplified fragment was digested with the *Sgf*I and *Mlu*I restriction enzymes and cloned into the pCMV6-AN-His-HA plasmid (PS100017, OriGene, United States), obtain the pCMV6-HIS-HA-RBMX vector. The construct was confirmed by sequencing. HEK293 cells were transfected as described above, with 2 μg of pCMV6-HIS-HA-RBMX or the mock empty vector as control. RNA extractions were performed 48 h post-transfection. All experiments were run in biological triplicate.

### RNA Immunoprecipitation

Ribonucleoprotein immunoprecipitation (RIP) was performed in biological triplicate with HEK293 cells transfected with pCMV6-HIS-HA-RBMX or the mock empty vector. Cell extracts were resuspended in NT2 buffer (50 mM Tris–HCl pH 7.4, 150 mM NaCl, 1 mM MgCl_2_, 0.05% NP-40 supplemented with fresh 200 U RNase Out, 20 mM EDTA and a protease inhibitor cocktail), chilled at 4°C. Anti-HA magnetic beads (Pierce, United States) were saturated in the NT2 buffer (adding 5% BSA for 1 h at 4°C), then added to lysates. The immunoprecipitation was performed overnight at 4°C in gentle rotation conditions, the immunoprecipitate washed four times with NT2 and resuspended in the same buffer. RNA extraction was performed from 10% of the volume of both the input and immunoprecipitate, using TRIzol (Invitrogen, United States). *FYN* was used as positive and *HNRNPM* as negative control (Heinrich et al., 2009).

### Polysomal Profiling and RNA Extraction

Polysomal profiling was performed according to the protocol in Dassi et al. (2013). Cells were treated with cycloheximide, lysed in 300 μl lysis buffer and centrifuged for 5 min at 13,000 g and 4°C. Lysates loaded on a 15–50% linear sucrose gradient were centrifuged at 4°C for 100 min at 180,000 g (SW41Ti rotor, Beckman Coulter, United States), and 1 mL fractions collected by continuous monitoring absorbance at 254 nm. Total RNA was obtained by pooling 20% of each fraction.

To extract RNA, fractions were treated with 0.1 mg/ml proteinase K (Euroclone, Italy) for 2 h at 37°C. After phenol-chloroform extraction and isopropanol precipitation, RNA was resuspended in 30 μl RNase-free water. RNA was assessed by an Agilent Bioanalyzer and quantified by a Qubit (Life Technologies, United States).

### Western Blots

Ten percent of each sucrose gradient fraction was pooled (knock-down/overexpression validation) or processed separately (RBMX polysomes distribution) to extract proteins using TCA/acetone precipitation. Proteins were resolved on 15% SDS-PAGE, transferred to nitrocellulose membranes and immunoblotted with RBMX (Abcam, United Kingdom), *HA* (Bethyl Laboratories, United States) and RPL26 antibodies (Abcam, United Kingdom). Blots were processed by an ECL Prime detection kit (Amersham Biosciences, United Kingdom).

### RNA-Seq

Libraries were prepared in biological triplicate with 500ng RNA of each sample according to the manufacturer’s protocol. For the RIP and the RBMX knock-down we used a TruSeq Targeted RNA Custom Panel Kit (Illumina, United States), sequenced with a 50-cycle MiSeq Reagent Kit v2 (Illumina, United States) on a MiSeq machine. For the overexpression, we used the TruSeq RNA Sample Prep Kit (Illumina, United States), sequenced on six lanes at 2 × 100 bp on a HiSeq 2500 machine.

Reads were preprocessed (quality < Q30, adapters stripped) with trimmomatic (Bolger et al., 2014), then aligned to the hg38 genome (GENCODE v27 annotation) with bowtie2 (Langmead and Salzberg, 2012) or STAR (Dobin et al., 2013). Gene read counts were normalized by library size. Targeted RNA-seq samples with < 10 mapped reads per gene were discarded. RIP fold enrichment was computed for each replicate as (RIP_RBMX-IP/INPUT_RBMX-IP)/(RIP_HA-IP/INPUT_HA-IP). This targeted assay does not fit the assumptions of differential expression (DE) determination methods (reads distribution, fraction of DE genes), so we used a Wilcoxon test. For conventional RNA-seq, DE was computed with DESeq2 (Love et al., 2014). Polysomal samples were compared as siRBMX/CTRL and the same was done for total samples. A gene was then defined polysomal (or total) DEG if it exhibited a significant change in one level not matched by a significant change in the other. Differential exon usage was computed by DEXseq (Anders et al., 2012) (adjusted *p* ≤ 0.05 for both analyses).

## Results

### *5*′HCEs Are Short and Clustered Phylogenetic Footprints

To extract phylogenetically conserved regions from the 5′UTR of human mRNAs, we applied to the 5′UTRs the pipeline we previously described for 3′UTRs (Dassi et al., 2013). Briefly, we computed a per-nucleotide hyperconservation score (HCS), ranging from 0 to 1. The HCS is the average of sequence conservation and the fraction of the phylogenetic tree covered by that UTR alignment (branch length score). A sliding-window approach was then used to find 5-nucleotides seeds with maximum conservation. Seeds were eventually extended upstream and downstream along the UTR until HCS remained above a threshold of 0.85, thus extracting only highly conserved regions (see section “Methods”). We term these regions 5′ hyperconserved elements (5′HCEs).

This approach led to the identification of 5248 5′HCEs (Supplementary Table 1), contained in the 5′UTRs of 2737 transcripts coding for 2228 genes. These HCEs are mostly short (Figure 1A), with an average length of 72 nucleotides and a median of 24 (Figure 1B). 5′HCEs are thus 28% shorter on average than 3′UTR HCEs (Dassi et al., 2013). However, one should consider that 5′UTRs are on average almost three times shorter than 3′UTRs (mean length of 455 nts for 5′UTRs and 1282 nts for 3′UTRs). We also computed length and abundance statistics for 5′HCEs at different HCS thresholds (every 0.05 from 0.85 to 0.5). The number of identified 5′HCEs (Supplementary Figure 1A) keeps decreasing from 0.5 to 0.85 (using 0.85 yields around half the 5′HCEs of 0.8), with a sharper decrease from 0.7 to 0.75. The mean length of 5′HCEs (Supplementary Figure 1B) is over 200 nts if using a threshold of 0.5 and progressively decreases up to a threshold of 0.7, where it flattens around the value found at 0.85 (slightly higher due to considerably smaller amount of 5′HCEs). When considering the distance between HCEs, it increases gradually from a mean of 21 nts (0.85) to 142 nts (0.5). This is due to close HCEs being merged (with a low score threshold few nucleotides are not enough to lower the HCE score below that threshold), and only HCEs separated by long stretches of lowly conserved nucleotides being kept as distinct HCEs. Globally, nucleotides in 5′HCEs represent only 1.47% of all 5′UTR nucleotides, making them rare regions. This value progressively increases by lowering the HCS threshold, reaching 13.7% at 0.7 HCS and 35.36% at 0.5 (Supplementary Figure 1C). We then analyzed the nucleotide composition of 5′HCEs. Figure 1C shows that 5′HCE are on average slightly less rich in GC than whole 5′UTRs (53% vs. 61%) and richer than 3′UTRs (46%), with no difference for 5′HCEs covering whole UTRs. To further characterize the properties of 5′HCEs, we also observed their relative positional distribution. As can be seen in Figure 1D, 40% of all 5′HCEs (2168/5248) are within 10 bases of another 5′HCE. This figure increases to 67% if we exclude the 2028 isolated 5′HCEs (i.e., only 5′HCE found on that given 5′UTR), and only a few (159, 3%) are more than 50 nucleotides away from another 5′HCE. When considering a maximum distance of 20 nucleotides between 5′HCEs, 2672 out of 3220 non-isolated 5′HCEs (82%) are found in clusters. This suggests the prevalence of a clustered 5′HCE organization, a pattern also observed for 3′UTR HCEs (Dassi et al., 2013). Eventually, we analyzed the position and density of 5′HCEs in the containing UTRs. We found them spread along the 5′UTR with a preference for its initial 10% (Figure 1E, 48% of HCEs). However, 27% of the 5′HCEs cover 95% or more of their 5′UTR and thus start around its first bases. When excluding these, this positional preference decreases to 18% of the 5′HCEs only. Eventually, HCEs are rather sparse in 5′UTRs, with a median density of 0.98 HCEs per 100 5′UTR nucleotides, and 75% of HCE-containing 5′UTRs having at most 2.3 such elements per 100 nucleotides (Figure 1F).

**FIGURE 1:**
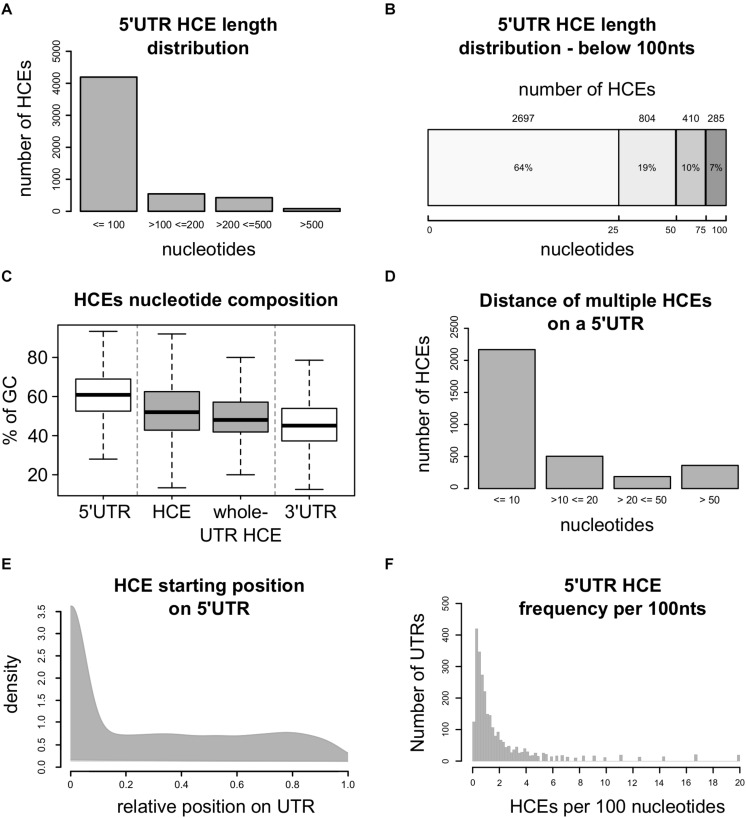
Homeotic genes are enriched in 5′HCEs. **(A)** Distribution of 5′ hyperconserved element (5′HCEs) lengths. **(B)** Detailed distribution of 5′ hyperconserved element (5′HCEs) lengths under 100 nucleotides. **(C)** Displays the density of AU and GC nucleotide frequencies in 5′HCEs with respect to whole 5′ and 3′UTRs, and to those 5′occupying their whole 5′UTR (*whole-UTR HCE*). **(D)** Shows the number of HCEs at a given nucleotide distance of one another in 5′UTRs carrying more than one of these elements. **(E)** density of relative HCE start positions on 5′UTRs (0 = UTR start, 1 = UTR end). **(F)** density of 5′HCEs per 100 nucleotides of HCE-containing 5′UTRs.

### *5*′HCE Genes Are Enriched in Essential Cellular Functions

We then investigated whether 5′HCEs represent functional regions in the 5′UTRs. We thus searched in the AURA2 database (Dassi et al., 2014) for 5′UTR cis-elements and RBP binding sites that were previously characterized and known to be highly conserved. In particular, as shown in Figure 2A, we first considered two iron response elements (IREs) (Hentze et al., 1987; Gray et al., 1996) in *FTL* and *ACO2* mRNAs. In both cases, an HCE in that 5′UTR contains the IRE. We then considered two conserved binding sites for the LARP6 and ODCBP RBPs, on *COL1A1* (Cai et al., 2010) and *ODC1* (Manzella and Blackshear, 1992) mRNAs. While for *COL1A1* a 5′HCE contains the LARP6 binding site completely, the overlap with *ODC1* is partial. Furthermore, 5′HCEs do not overlap with uORFs (Wethmar, 2014) or IRESs (Yamamoto et al., 2017).

**FIGURE 2:**
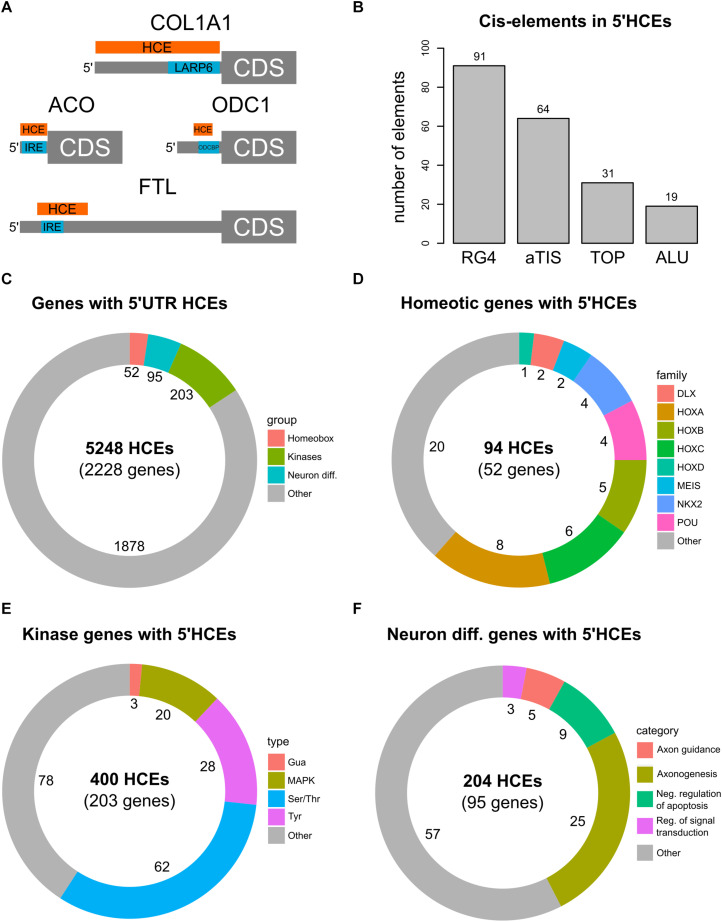
5′HCE genes are enriched in essential cellular functions. **(A)** instances of known conserved cis-elements and binding sites in 5′HCEs of the *ACO*, *COL1A1*, *FTL*, and *ODC1* 5′UTRs. **(B)** Overlap of 5′HCEs with 5′UTR cis-elements derived from the AURA2 database. **(C–F)** Distribution of 5′HCEs by functional gene groups for all 5′HCEs **(C)**, homeotic genes **(D)**, kinases **(E)** and neuronal differentiation genes **(F)**. The numbers next to each group show the related amount of genes.

We then overlapped 5′HCEs with the 10222 5′UTR-specific cis-elements in AURA2 (Figure 2B, including alternative translation initiation sites, ALUs, RG4s, and terminal oligopyrimidine tracts). Of these, only 205 (2%) overlap with 5′HCEs. We then generated 1000 sets of random 5′UTR portions with the same length distribution as 5′HCEs. Those contained at least as many elements as true 5′HCEs in 988 cases (*p* = 0.988), suggesting no enrichment of those specific *cis*-elements in 5′HCEs.

We then annotated genes containing one or more 5′HCEs by performing a functional enrichment analysis. The results revealed the presence of three highly enriched functional groups (Figure 2C and Supplementary Table 2). The first contains 52 homeobox genes (Figure 2D). These are highly conserved transcription factors, responsible for developmental patterns (Gehring, 2012; Philippidou and Dasen, 2013). The second group includes 203 protein kinases (Figure 2E). These represent various kinase types (Ser/Thr, Tyr, and others) affecting several signaling pathways (such as MAPK, NFKB, and others). A last, functionally broader group includes 95 genes implicated in neuronal differentiation and axonogenesis (Figure 2F).

Given the essentiality of homeotic genes in development and their high functional coherence, we focused our attention on this group. Among these 52 genes, containing 94 5′HCEs, are members of all four Hox clusters (Figure 2D, eight *HOXA*, five *HOXB*, six *HOXC*, and one *HOXD* genes). Other families are also included, such as *NKX* and *POU* (four genes each), *MEIS* and *DLX* (two genes each). All these proteins contain a homeobox domain and control developmental processes. Nevertheless, specific functions such as pattern specification (25 genes), cell motion (10 genes), and neuronal differentiation (20 genes) involve only a subset of genes. Homeobox 5′HCEs have a median length of 28 nucleotides (ranging from 5 to 423 nucleotides). They are often clustered, as 48/63 non-isolated HCEs are within 20 nucleotides of one another. The 52 genes and their functional annotation are listed in Supplementary Tables 3, 4.

### Homeotic *5*′HCEs Contain an RBMX-Binding Signature

We then studied whether homeotic genes could be controlled by a common regulatory mechanism through binding sites within their 5′HCEs. We performed an integrative motif search with DynaMIT (Dassi and Quattrone, 2016), combining a sequence search (Weeder; Pavesi et al., 2004) with an RNA secondary structure search (RNAforester; Höchsmann et al., 2003), and clustering motifs co-occurring on the same HCEs. The best resulting motif, shared by most homeotic 5′HCEs, is short, unstructured, and C-rich (Figure 3A). Breaking down the consensus by its composing motifs (Supplementary Figures 2A,B) reveals CGAC as a core for sequence search motifs and CCAG as secondary structure search consensus. The same search performed on all 5′HCE sequences yielded no significant secondary structure motif and three AG-rich sequence motifs (CGAAGA, GTCGAAGA, GGAGAAGAAG) which do not correspond to the homeotic 5′HCEs motif, suggesting the specific enrichment of the latter in homeotic genes.

**FIGURE 3:**
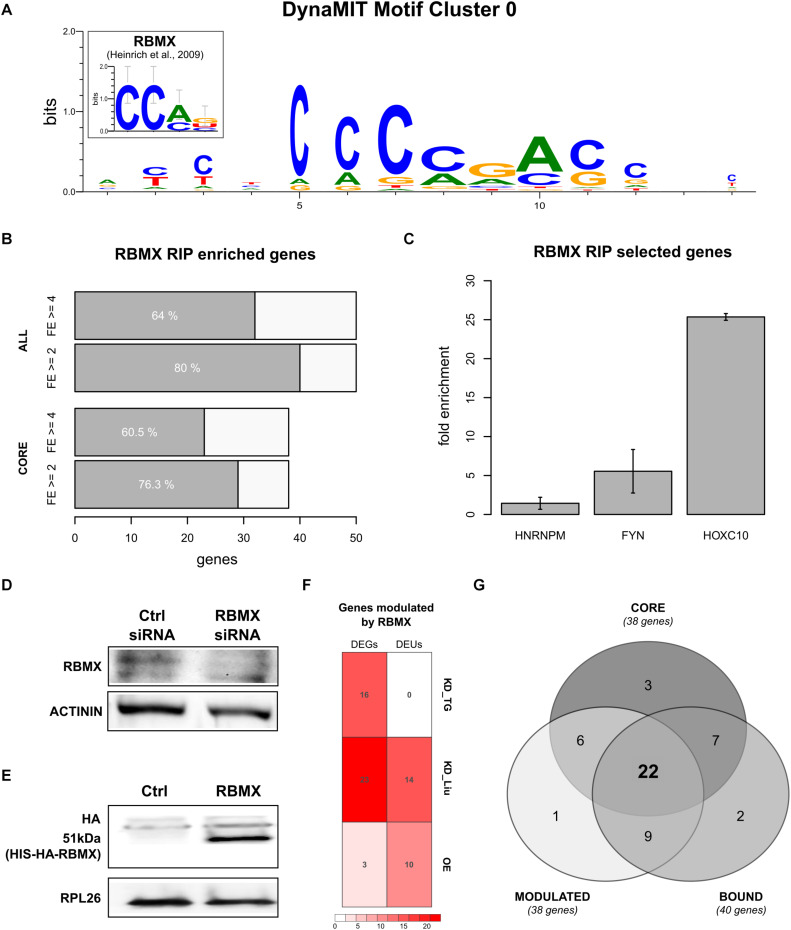
RBMX binds to homeotic genes mRNAs and post-transcriptionally controls their expression. **(A)** Best motif cluster identified by DynaMIT in homeotic 5′HCEs by integrating sequence and secondary structure motifs. The inset shows the known RBMX binding motif for comparison. **(B)** Number of genes enriched in the RBMX RIP assay, at fold enrichment threshold 2 (FE = 2) or 4 (FE = 4) in at least 2/3 replicates. Highlighted are the core HOX genes set (38 homeotic genes identified by our analysis as potentially bound by RBMX) and all tested genes (50 genes). **(C)** RIP fold enrichment for the negative control (*HNRNPM*), the positive control (*FYN*), and one representative of the HOX core genes set (*HOXC10*, gene with the lowest standard deviation among core genes having FE = 4 in all three replicates). **(D)** RBMX western blot in HEK293 cells treated with control and RBMX siRNA, with Actinin used as reference protein. Different parts of the gel are shown for the RBMX and control bands. Full blots are shown in Supplementary Figure 3A. **(E)** HA-tag western blot in control and RBMX-overexpressing HEK293 cells, with RPL26 used as reference protein. Different parts of the gel are shown for the RBMX and control bands. Full blots are shown in Supplementary Figure 3B. **(F)** Number of differentially expressed genes (DEGs) and differential exon usage (DEUs) in our RBMX knock-down targeted RNA-seq (KD_TG), the Liu RBMX knock-down dataset (KD_Liu) and our RBMX overexpression dataset (OE). **(G)** Intersections for the set of genes modulated by RBMX (MODULATED, defined as the union of DEGs and DEUs), the core set of homeotic genes (CORE), and genes bound by RBMX as per the RIP assay (BOUND).

We then tried to understand which trans-factor might be binding this motif to regulate homeotic genes expression. We thus performed a search on known RBP binding motifs using CISBP-RNA (Ray et al., 2013). The results highlighted a protein, RBMX, having a binding consensus strikingly similar to the homeotic 5′HCE motif (93.5% similarity and Pearson correlation 0.73, known motif shown in Figure 3A). We thus searched for the RBMX motif in homeotic 5′HCEs to systematically map potential binding sites. The results show potential RBMX binding sites spread along the homeotic genes HCEs within their 5′UTRs (Supplementary Figure 2C).

### RBMX Binds to Homeotic mRNAs

The association of RBMX with developmental defects (Tsend-Ayush et al., 2005; Dichmann et al., 2008) makes it a promising candidate post-transcriptional regulator of homeotic genes, as suggested by the motif we detected in the 5′HCEs of those mRNAs. So, we first assessed whether RBMX binds homeotic mRNAs. We performed an RNA immunoprecipitation (RIP) in HEK293 cells followed by targeted RNA-seq of the mRNAs of 50 genes. These included our 38 “core” homeotic genes (i.e., whose mRNA contains a 5′HCE and an RBMX-binding motif), further members of families in the core set, RBMX, and two controls. We computed a fold enrichment (FE) for each gene as the ratio between the normalized RIP abundance and the corresponding input abundance (Supplementary Table 5). We found 29/38 core genes (76%, Figure 3B) enriched at least twofold in at least two out of three replicates (23/38 with FE ≥ 4). Among all tested genes, 40 (80%) are enriched at least twofold in at least two replicates (32/50 with FE ≥ 4), including our positive control *FYN* (Figure 3C, average FE = 5.45), but not *HNRNPM* (negative control, average FE = 1.43) (Heinrich et al., 2009). Eventually, we compared our RIP results with targets found by a RBMX PAR-CLIP assay (Liu et al., 2017) and found 21/50 genes bound by RBMX, 17 of which are enriched in our RIP, thus validating those by a second experimental approach. Globally, this data shows that RBMX binds the mRNAs of many homeotic genes, thus likely contributing to their PTR. However, while 9 of these 17 genes contain a binding site in the 5′UTR according to the PAR-CLIP, we cannot determine conclusively that RBMX binds to the 5′UTR of all our genes, as the RIP assay cannot provide this information. Further work will thus be needed to confirm this aspect.

### RBMX Controls Homeotic mRNAs by Post-transcriptional Mechanisms

As RBMX binds to most homeotic mRNAs containing a 5′HCE, we studied whether this RBP can affect their expression. We used siRNAs to knock-down RBMX in HEK293 cells, reducing its protein level by 78% (Figure 3D, *t*-test *p* = 0.00214). Then, we performed a translatome profiling via sucrose gradient fractionation, followed by targeted RNA-seq of total and polysomal fractions for the 50 genes previously tested by RIP. We compared the silencing polysomal samples with the control polysomal samples and did the same for the total fraction samples. By doing so, we found 16 upregulated genes at the polysomal level (with no corresponding significant change at the total level) upon RBMX silencing (log2 fold change ≥ 1 and adjusted *p* ≤ 0.1). However, total replicates were variable (average Spearman correlation = 0.83), and this assay cannot detect alternative splicing, which RBMX may also modulate. So, we reanalyzed a HEK293 total RNA-seq assay after RBMX knock-down (Liu et al., 2017). 

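HEK293 is an established human embryonic kidney cell line. Its cells were transfected with 2 μg of a plasmid expressing His-HA-tagged RBMX or with the mock empty vector as control, and RNA was extracted 48 h later. For each vector 3 cultures were grown as biological replicates. Each lysate was separated on a sucrose gradient, where mRNAs loaded with several ribosomes sediment in the heavier, polysomal fractions. The total RNA of a culture was pooled from all fractions of its gradient, so that the total and polysomal libraries of one culture share a lysate. This gave 12 libraries, 3 for each combination of vector and fraction, each prepared from 500 ng of RNA and sequenced as paired-end reads.

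The authors deposited 1 FPKM value (fragments per kilobase of transcript, scaled by the number of mapped fragments) for each of 25268 gene symbols in each library. The paper's text describes differential expression on read counts and does not name the tool or annotation behind the FPKM values. Because FPKM values are not counts, a count model was not applied to them. They were instead compared on the log2(FPKM + 1) scale with limma, over the 14676 genes with a mean FPKM of at least 0.5 across the 12 libraries, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Each fraction was tested on its own 6 libraries. A fold change on this scale understates the change of a gene with a low FPKM.

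The number of fragments behind each library is unknown. Judged from the step between the values of genes with an FPKM up to 0.05, depth relative to control total replicate 1 ran from 0.785 in control total replicate 3 to 1.27 in RBMX polysomal replicates 1 and 3, but outside the reference library only 19.6% to 25.8% of those genes shared one step. The FPKM values of a library summed to between 817528 and 1903317. Genes for microRNAs, small nucleolar RNAs and other small RNAs made up 40.6% to 72.8% of these sums, and 477 of the 1997 listed passed the filter. Transcripts shorter than a sequenced fragment may receive very large or 0 FPKM values, so these genes are reported apart. Spearman correlations between replicates of a group ranged from 0.975 to 0.998 across the genes tested that were not small RNA genes.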

Eventually, we complemented this dataset by overexpressing RBMX in HEK293 cells (Figure 3E) and performed a further translatome profiling followed by RNA-seq of total and polysomal fractions. 

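The overexpressed gene itself checked the library labels. RBMX lies on chromosome X from 136848004 to 136880764 on the minus strand in the GENCODE annotation of GRCh38. In total RNA its FPKM was 133 ± 22.2 (SD, n = 3) in control cells and 1755 ± 307 (SD, n = 3) in RBMX-overexpressing cells. The log2 fold change was 3.71 (standard error 0.19, limma adjusted p = 0.00269). In polysomal RNA its FPKM was 127 ± 34.3 (SD, n = 3) in control cells and 1189 ± 129.5 (SD, n = 3) in RBMX-overexpressing cells, a log2 fold change of 3.25 (standard error 0.24, limma adjusted p = 0.0415). All 3 RBMX-overexpressing libraries lay above all 3 control libraries in each fraction (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). The limma adjusted p in polysomal RNA rose above the threshold when control replicate 1 or 2 or RBMX replicate 1 or 2 was left out, and ranged from 0.000331 to 0.213 over the alternatives tried.

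RBMXL1, a paralog of RBMX on chromosome 1 from 88979456 to 88992960, rose as well, from 14.5 ± 3.60 to 542 ± 93.6 FPKM in total RNA (SD, n = 3 each). Its log2 fold change was 5.14 in total RNA (limma adjusted p = 0.00154) and 4.64 in polysomal RNA (limma adjusted p = 0.0264). The longest coding transcripts of both genes align over a stretch of 1020 bases with 96.5% identity, so the fragments counted for RBMXL1 are uncertain.

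**Figure D1:**
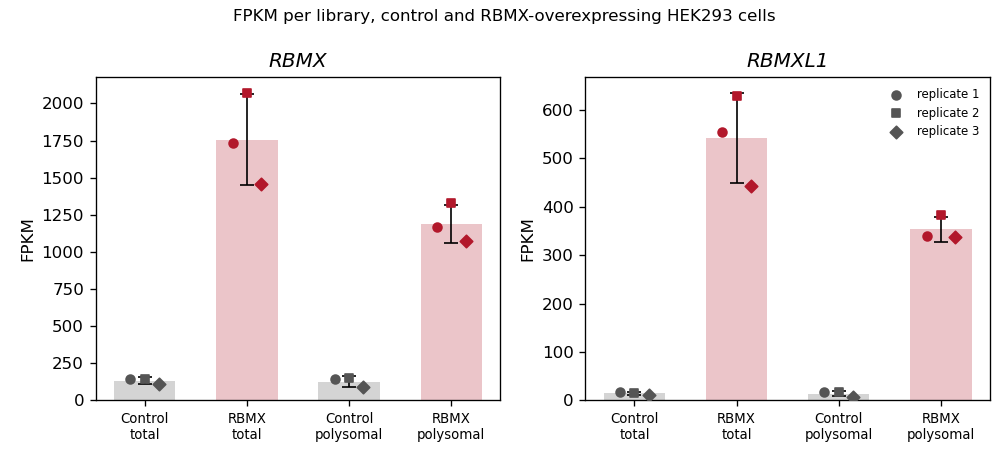
FPKM (y axis, from 0) of RBMX and RBMXL1 in each library of control and RBMX-overexpressing HEK293 cells, in total and polysomal RNA. Bars are means of 3 replicates, error bars are the SD, and symbols are replicates. RBMX reaches 1755 FPKM on average in the total RNA of RBMX-overexpressing cells against 133 in control cells.

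Across the genes tested, 24 were differentially expressed in total RNA (limma, Benjamini-Hochberg adjusted p up to 0.05), 16 higher and 8 lower in RBMX-overexpressing cells, and 2756 had an unadjusted p under 0.05. In polysomal RNA 7 genes were differentially expressed, 4 higher and 3 lower, and 1715 had an unadjusted p under 0.05. The replicates of both groups did not overlap for 27.3% of genes in total RNA and 22.5% in polysomal RNA, where chance gives 10%. The counts depended most on RBMX replicate 3, without which 178 genes passed in total RNA and 126 in polysomal RNA. RBMX, RBMXL1 and SNORD28 passed in both fractions, SNORD28 in opposite directions.

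Small RNA genes made up 12 of the 24 calls in total RNA and 5 of the 7 in polysomal RNA, and each of these calls compared a group with one listed at 0 in all its libraries. Those with the largest rise in total RNA, listed at 0 in control cells, were MIR6784, SNORD28, SNORD117, MIR6126 and MIR877. MIR6784, for example, had FPKM values of 9161, 7035 and 5071 in RBMX-overexpressing cells. MIR1204, MIR320A, MIR6132 and SNORA49 were conversely listed at 0 in the total RNA of RBMX-overexpressing cells. In polysomal RNA MIR3191 and MIR181D were listed at 0 in control cells, and MIR6869, SNORD28 and MIR939 in RBMX-overexpressing cells. RMRP, the RNA of the mitochondrial RNA processing ribonuclease, fell in total RNA from 176 ± 72.7 to 8.90 ± 2.89 FPKM (SD, n = 3 each). The log2 fold change of RMRP was -4.12 (standard error 0.34, limma adjusted p = 0.0253, and 0.0062 to 0.199 over the alternatives). RPPH1, which like RMRP carries no poly(A) tail, fell as well, from 46.0, 140 and 153 FPKM in the control total libraries to 13.5, 11.4 and 16.7 in the RBMX total libraries.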

We analyzed differentially expressed genes (DEGs) and differential exon usage (DEU) events (Figure 3F, adjusted *p* ≤ 0.05). DEGs were mostly in the knock-down (23/50 genes, 6 up- and 17 down-regulated at the total level in the Liu dataset), with only 3 genes in the overexpression dataset (2 up- and 1 down-regulated, 2 differentially expressed at both the total and polysomal level, 1 only at the polysomal level). 

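Supplementary Tables 5 to 7 name 47 of the 50 panel genes, and all of these are listed in the deposited values. Of them 40 passed the filter and 7 did not. RBMX was the only one differentially expressed in total RNA and the only one in polysomal RNA. Adjusted over the list alone, 1 gene passed in each fraction, again RBMX. This last count depended most on control replicate 3, without which 10 genes passed over the list alone in total RNA and 10 in polysomal RNA, RBMX and HOXC10 among them. It was 4 and 5 with all 12 libraries in one fit and 3 and 3 with quantile normalization. At an unadjusted p under 0.05 there were 12 panel genes in total RNA, 10 of them lower in RBMX-overexpressing cells, and 8 in polysomal RNA, 6 of them lower.

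Supplementary Table 6 lists HOXC10 as downregulated and RBMX as upregulated at both levels. HOXC10 lies on chromosome 12 from 53985065 to 53990279 (GRCh38). The paper places a 5′HCE in its 5′UTR at chromosome 12 from 54378946 to 54379043 (hg19). In total RNA the FPKM of HOXC10 was 8.13 ± 0.623 (SD, n = 3) in control cells and 6.03 ± 0.231 (SD, n = 3) in RBMX-overexpressing cells. The log2 fold change was -0.38 (standard error 0.072), with a limma adjusted p of 0.170 over all genes and 0.0512 adjusted over the list alone. The list includes RBMX, the transfected gene. Its small p-value lowers the Benjamini-Hochberg values over the list alone for the genes ranked after it, HOXC10 among them. In polysomal RNA the FPKM was 7.36 ± 0.629 (SD, n = 3) in control cells and 5.41 ± 0.396 (SD, n = 3) in RBMX-overexpressing cells. The log2 fold change there was also -0.38 (standard error 0.090), with a limma adjusted p of 0.400 over all genes and 0.0849 adjusted over the list alone. The 3 RBMX-overexpressing libraries lay below the 3 control libraries in both fractions (two-sided exact permutation test, p = 0.1). With all 12 libraries in one fit the limma p adjusted over the list alone was 0.0130 in total RNA and 0.0115 in polysomal RNA, while over all genes it was 0.0737 and 0.114. That fit treats total and polysomal RNA of one culture as independent, although they share a lysate.

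**Figure D2:**
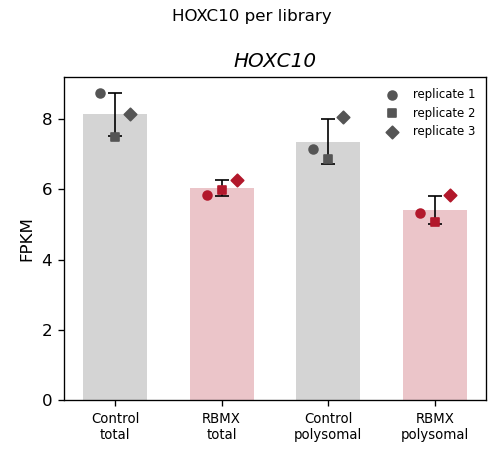
FPKM (y axis, from 0) of HOXC10 in each library of control and RBMX-overexpressing HEK293 cells, in total and polysomal RNA. Bars are means of 3 replicates, error bars are the SD, and symbols are replicates. The 3 RBMX-overexpressing libraries lie below the 3 control libraries in both fractions.

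The RIP controls FYN and HNRNPM were not differentially expressed. The log2 fold change of FYN was -0.16 in both fractions (limma adjusted p = 0.239 in total RNA and 0.422 in polysomal RNA). HNRNPM had FPKM values of 219, 225 and 75.1 in the control total libraries and 205 to 238 in the RBMX total libraries, so its log2 fold change of 0.49 in total RNA (limma adjusted p = 0.581) rested on control replicate 3 and was -0.031 without it. The other panel genes of the HOXC cluster named for the overexpression moved by -0.19 (HOXC11), -0.12 (HOXC4), -0.024 (HOXC6), 0.021 (HOXC5) and 0.19 (HOXC9) on the log2 scale in total RNA, with limma adjusted p-values from 0.216 to 0.878. In polysomal RNA all 5 were lower, by -0.23 (HOXC11), -0.22 (HOXC6), -0.21 (HOXC4), -0.11 (HOXC9) and -0.056 (HOXC5), with limma adjusted p-values from 0.400 to 0.860. Groups did not overlap for HOXC4, HOXC6 and HOXC11 there. In total RNA they did not overlap for HOXC4 and HOXC11, which were lower, and for HOXC9, which was higher. HOXC5 changed sign with the processing in both fractions, and HOXC6 in total RNA. From the small number of differentially expressed panel genes on overexpression beside the larger number on knock-down, the paper states that DEGs occurred mostly in the knock-down.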

DEU events were more balanced, with 10/50 genes in the overexpression (all upregulated, 6 at both levels) and 14/50 in the knock-down (4 up-, 3 down-regulated, 7 with both up- and down-regulated exons). Eventually, we intersected all datasets (Figure 3G): 38/50 genes (76%) are controlled by RBMX, 31 of which (62%) are also bound by RBMX. Of the 38 core homeotic genes, 28 are modulated (73%), 22 of which (58%) are also bound by RBMX (Supplementary Tables 6, 7, overlaps *p*-value by hypergeometric test = n.s.). This data suggests that RBMX could affect the fate of homeotic mRNAs through complementary regulatory mechanisms.

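The panel was also tested as a set in the overexpression libraries. The set held the 37 genes of the named panel that passed the filter, without RBMX, FYN and HNRNPM. It includes genes such as HIPK1 and MYB beside the homeotic genes. The 3 panel genes that the supplementary tables do not name are lacking. In total RNA 23 of the 37 genes were lower in RBMX-overexpressing cells and the median log2 fold change was -0.063 (limma's camera with a preset correlation of 0.01, p adjusted over 4 sets 0.141). In polysomal RNA 28 were lower and the median was -0.090 (adjusted p = 0.0186). Replicates of both groups did not overlap for 12 of the 37 genes in total RNA, 10 of them lower, and for 12 in polysomal RNA, 11 of them lower. Chance gives 10%, and over all genes tested the share was 27.3% in total RNA and 22.5% in polysomal RNA. The change of single genes was small, from -0.38 to 0.25 in total RNA and from -0.38 to 0.24 in polysomal RNA. With RBMX replicate 3 left out, the unadjusted p-value from camera in polysomal RNA rose from 0.00792 to 0.0828.

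Genes that the paper lists as changed on RBMX knock-down were tested in the same way. The 15 tested genes upregulated at the polysomal level in the targeted knock-down had a median log2 fold change of -0.17 in polysomal RNA on overexpression (camera adjusted p = 0.0186) and -0.066 in total RNA (camera adjusted p = 0.141). The 6 genes upregulated in the Liu dataset had a median of -0.20 in polysomal RNA (camera adjusted p = 0.0203) and -0.11 in total RNA (camera adjusted p = 0.142). The 16 genes downregulated in the Liu dataset, RBMX left out, were lower as well, with a median of -0.0860 in polysomal RNA (camera adjusted p = 0.0186) and of -0.0859 in total RNA (camera adjusted p = 0.107). In polysomal RNA all 4 sets kept an adjusted p under 0.05 under fry, and none did with a correlation estimated from the libraries (adjusted p from 0.0771 to 0.158). In total RNA only the genes downregulated in the Liu dataset passed under fry (adjusted p = 0.0210).

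**Figure D3:**
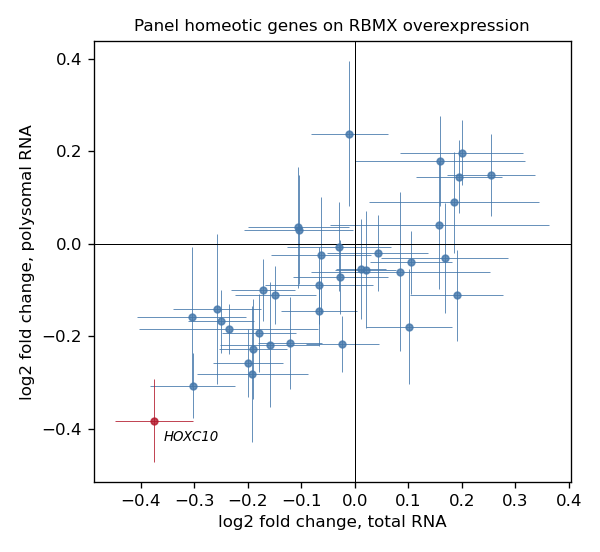
Log2 fold change (RBMX-overexpressing against control cells, log2(FPKM + 1) scale) of the 37 genes of the panel set in total RNA (x axis) and polysomal RNA (y axis). Error bars are standard errors from limma, and HOXC10 is marked. Of the 37 genes, 23 lie left of 0 and 28 lie below 0.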

RBMX is known to control its target transcripts splicing and abundance (Liu et al., 2017), as we observed. 

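Whether an effect differed between the fractions was tested directly, as the polysomal minus the total log2 fold change over the 12 libraries. Of the 14676 genes tested, 3 passed the threshold (limma, Benjamini-Hochberg), and 88 had an unadjusted p under 0.05. With the total and polysomal RNA of each culture paired, 5 genes passed, among them the same 3, and 316 had an unadjusted p under 0.05. The 3 that passed in both fits were the small RNA genes MIR1204, MIR320A and SNORD28. MIR1204 had FPKM values of 4574, 6846 and 7479 in the control total libraries and was listed at 0 in the other 9. MIR320A had 1300, 1977 and 2133 in the control total libraries and was likewise listed at 0 elsewhere. SNORD28 had 2042, 2456 and 8123 in the control polysomal libraries and 6995, 3471 and 5218 in the RBMX total libraries, and was listed at 0 in the other 6.

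No panel gene passed for this difference, over all genes or adjusted over the list alone, and 2 had an unadjusted p under 0.05, or 3 with each culture paired. The former were HOXC6 (difference -0.19, standard error 0.083, limma adjusted p = 1.00) and HOXC9 (difference -0.30, standard error 0.13, limma adjusted p = 1.00). For HOXC10 the difference was -0.0064 (standard error 0.11) and for RBMX it was -0.46 (standard error 0.32, limma adjusted p = 1.00). At the polysomal level only, 4 genes of the whole transcriptome passed the threshold, and none of them was a panel gene. All 4 were microRNA genes.

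In control cells, 12 genes differed between polysomal and total RNA (limma, Benjamini-Hochberg), 3 higher and 9 lower in polysomal RNA, and 1180 had an unadjusted p under 0.05. With each culture paired 6 genes passed and 3085 had an unadjusted p under 0.05, and with quantile normalization 8 passed, 3 higher and 5 lower. The 6 that were not small RNA genes, FTH1, FTL, PABPC1, RPSA, RPSAP58 and YBX1, were lower in polysomal RNA. With each culture paired only RPSA of these 6 passed (limma adjusted p = 0.0363), the other 5 having a limma adjusted p from 0.0546 to 0.101, and with quantile normalization only RPSA and RPSAP58 did. Over all alternatives their limma adjusted p ranged from 0.00211 to 1.00, and none of the 6 passed without control replicate 1 or without control replicate 2. RPSA and its pseudogene RPSAP58 share sequence, so their values are uncertain. Without control replicate 3 there were 199 such genes, 13 higher and 186 lower.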

We also detected some events at the polysomal level only (1 DEG and 4 DEUs), suggesting it may also modulate translation. We thus performed two replicates of a preliminary experiment to check RBMX polysomal localization by a sucrose gradient separation followed by a fraction-by-fraction western blot. We observed cytoplasmic RBMX mostly in polysomal fractions (Supplementary Figure S4A). There appears no enrichment in heavy or lighter polysomes, a profile typical of polysome-associated factors. However, this experiment will need further work to allow conclusively clarifying this aspect.

We eventually explored protein-protein interactions of RBMX with translation factors, reasoning that these may suggest its involvement in translation. We collected 83 experimentally determined interactions from STRING (Szklarczyk et al., 2017) and IntAct (Orchard et al., 2014) and found RBMX interactors enriched in positive regulators of translation (Supplementary Figure S4B, adjusted Fisher test *p* = 9.7E-04, Supplementary Tables 8, 9). Of those, RBM3, FXR2, and KHDRBS1 associate with polysomes (Siomi et al., 1996; Dresios et al., 2005; Paronetto et al., 2006), while CIRBP interacts with EIF4G1 (Yang et al., 2006). Post-transcriptional processes such as mRNA splicing, processing, and stabilization (23/23/4 genes, *p* = 1.21E-21, 2.6E-21, 6.3E-04) are also enriched. These results suggest a potential role in translational control for RBMX, warranting further experiments to confirm this possibility.

## Discussion

Here we used a computational approach to extract phylogenetically hyperconserved elements from the 5′UTR of human messenger RNAs (5′HCEs). We thus expanded the known catalog of regulatory mechanisms mediating the role of 5′UTRs in shaping cell phenotypes. We focused on extracting the most conserved regions, under the assumption that these would be evolutionary stable PTR sites of utmost importance.

The 5248 5′HCEs we identified are short regions occurring in 10% of protein-coding genes, mostly localized close to one another. Given their clustered nature, 5′HCEs could represent loci of cooperation and competition between post-transcriptional regulatory factors. Through their interplay, these factors would ultimately determine the translation of the containing mRNAs. As 5′HCEs do not systematically overlap with 5′UTR-specific cis-elements, binding sites for RNA-binding protein (RBP) genes are the likely orchestrators of such behaviors. Understanding how these mechanisms work and impact cell physiology and pathology will thus require further efforts toward the systematic mapping of RBP binding sites.

Among genes whose mRNA contains a 5′HCE, we identified many homeotic genes, including members of all HOX clusters and several other families. Homeotic genes are the prototypical class of conserved genes in metazoa, responsible for the development of the body plan, organs, and the nervous system (Holland, 2013). They represent the ideal result of our algorithm, benchmarking its ability to identify truly conserved regions. Identifying homeotic 5′HCEs allowed us to improve our understanding of how PTR controls development through 5′UTRs.

By an integrated *de novo* motif search and RBP motifs matching, we identified RBMX as a candidate post-transcriptional regulator of homeotic genes. We confirmed this hypothesis by probing multiple aspects of post-transcriptional regulation (PTR), including alternative splicing, mRNA stabilization, and translation. Such data hinted to the yet unappreciated involvement of RBMX in translation, to be confirmed by further studies. This would establish RBMX as a versatile controller of the mRNA, able to impact its lifecycle from alternative splicing to protein production. This multifunctional RBP can indeed be located both in the nucleus and in the cytoplasm (Matsunaga et al., 2012). Our work further corroborates the role of RBMX in development, first observed in zebrafish and frog (Tsend-Ayush et al., 2005; Dichmann et al., 2008), through the modulation of important regulators of this process. Aside from RBMX, also other RBPs may contribute to the PTR of homeotic genes. Further studies will thus be needed to complete this essential regulatory network.

## Data Availability Statement

The datasets generated for this study can be found in the Gene Expression Omnibus with IDs GSE68990 and GSE118383.

## Author Contributions

ED designed the research and performed the computational work. PZ, DP, and VP performed the experimental work. ED wrote the manuscript with inputs from AQ. All authors read and approved the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

DEG: differentially expressed gene
DEU: differential exon usage
HCE: Hyperconserved element
HCS: Hyperconservation score
PTR: post-transcriptional regulation of gene expression
RIP: RNA immunoprecipitation.

# Supplementary material for: Hyperconserved Elements in Human 5′UTRs Shape Essential Post-transcriptional Regulatory Networks
**Source:** Front Mol Biosci. 2020 Aug 28;7:220. doi: 10.3389/fmolb.2020.00220

A

## Sequence

```

-----ACCGAC-----
-----CGACGAGG
-ACACCCCGAC-----
GTCTCCCGACC-----
          ****
  
```

B

## Structure

```

40%  *  *  ↑ seq
30%  *****
      CCAG
90%  . . . . ↓ struct
100% *****
  
```

C

■ RBMX motif match

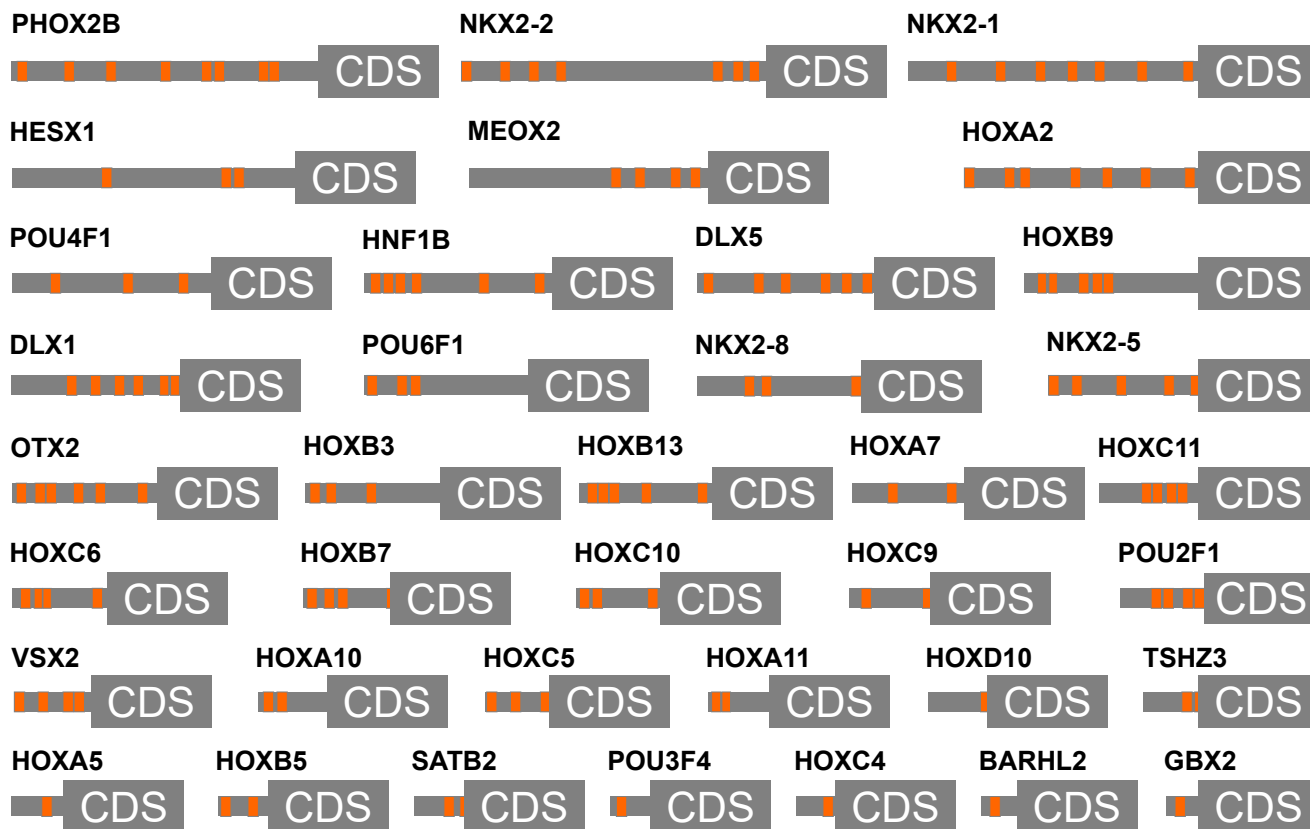

**Supplement:** FIGURE S2 — Individual consensuses composing the motif identified in 5′HCE. The figure shows individual motifs identified in 5′HCE sequences which were identified and clustered by DynaMIT into the final motif displayed in Figure 2A. (A) displays the individual sequence motifs found by Weeder, aligned to highlight their similarity. Stars at the bottom indicate the columns of the alignment which are in full agreement between all sequences. (B) shows the secondary structure motif found by RNAforester, with sequence consensus strength shown on top and structure consensus strength at the bottom. The height of star bars corresponds to the percentage of sequence having that specific nucleotide/structure feature in that position of the motif, with “.” Indicating an unpaired nucleotide. (C) matches for the RBMX binding motif in the HCE portions of homeotic genes 5′UTRs. Matches, represented by orange boxes, are clustered in 15 nucleotide windows (i.e., a single orange box may include multiple matches within 15 nucleotides) for visualization purposes.

# Supplementary material for: Hyperconserved Elements in Human 5′UTRs Shape Essential Post-transcriptional Regulatory Networks
**Source:** Front Mol Biosci. 2020 Aug 28;7:220. doi: 10.3389/fmolb.2020.00220

A

## POLYSOMES

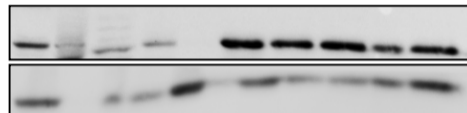

HA-RBMX

RPL26

## POLYSOMES

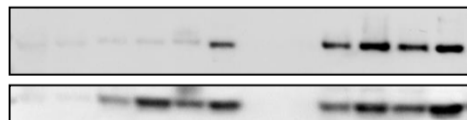

HA-RBMX

RPL26

B

## Enriched PTR processes in RBMX protein interactors

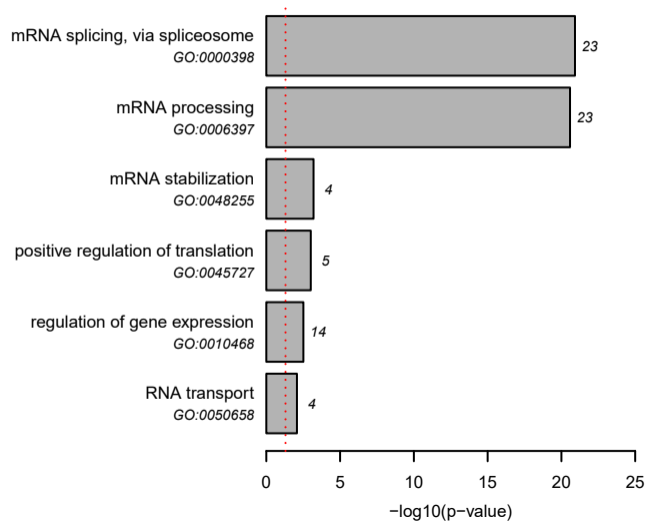

**Supplement:** FIGURE S4 — RBMX is potentially involved in translation. (A) shows the distribution of RBMX on polysomes through a western blot of the fractions derived by polysomal profiling, with the RPL26 ribosomal protein used as the positive control. Different parts of the gel are shown for the RBMX and control bands. Full blots are shown in Supplementary Figures 3C,D. (B) displays post-transcriptional regulatory processes enriched in RBMX protein-protein interactors. The enrichment p-value is shown on the x-axis as −log10(p-value). The number of RBMX interactors annotated to each process is shown next to the corresponding bar.

How the deposited data were processed for this re-analysis (not part of the article)

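RNA of HEK293 cells transfected with a plasmid expressing RBMX or with the mock empty vector was sequenced from 6 cultures, 3 per vector. Each culture gave a total and a polysomal library, 12 libraries in all. The knock-down, Liu and RIP libraries of the paper were not analysed here. Differential exon usage was not analysed either, because the values analysed here are summed over each gene.

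The authors deposited FPKM values (fragments per kilobase of transcript, scaled to the mapped fragments of the library) for 25268 gene symbols. The paper's methods describe read trimming, alignment to hg38 with GENCODE v27 and a comparison of counts with DESeq2 by the authors. They do not name the tool, the annotation or the build behind the FPKM values, nor whether these were scaled further between libraries. The columns name vector, fraction and replicate, 0 columns were left unmatched, and the level of RBMX itself was checked in every library. The number of fragments per library is unknown. Relative depth was judged from genes with an FPKM up to 0.05 in steps of 0.05 on the log2 scale, and no limit of detection is given because too few of these genes shared one step.

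The comparisons used R 4.3.3 and limma 3.58.1, with Python 3.11.15, matplotlib 3.10.9 and BLAST 2.17.0 for plots and for aligning RBMX with RBMXL1. Values were set on the log2(FPKM + 1) scale, and the 14676 genes with a mean FPKM of at least 0.5 over the 12 libraries were tested. lmFit and eBayes with an intensity trend were applied to the 6 libraries of each fraction (RBMX against control), to all 12 libraries for the difference between the polysomal and the total effect, and to the 6 control libraries for polysomal against total RNA. The p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05, over all genes tested and, for the panel, over the list alone. Gene sets were tested with limma's camera at a preset correlation of 0.01, with fry and an estimated correlation as second tests, and adjusted over 4 sets. A group of 3 against 3 allows no two-sided exact permutation p under 0.1. Other splits of the 6 libraries or cultures into 3 and 3 were all fitted, 10 in each comparison.

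Supplementary Tables 5 to 7 of the paper name 47 of its 50 panel genes, of which 40 are listed as bound in RIP, and these formed the panel list. The knock-down sets, from Supplementary Table 6, hold 16 genes upregulated at the polysomal level in the targeted knock-down, 6 upregulated and, without RBMX, 16 downregulated in the Liu dataset. The genes named are RBMX and its paralog RBMXL1, every gene the paper names for the overexpression, and in each comparison up to 5 genes per direction with the largest change among those past the threshold whose groups do not overlap. Genes named outside this rule were chosen after their values were seen. One result covered by the rule is not reported here. Small RNA genes were recognised by their symbols. Hypotheses were tested on a list of 22 interferon-induced genes, 8 histone variant genes with poly(A) tails, 20 S-phase genes and the nuclear RNAs MALAT1, NEAT1 and XIST. Transcript length and GC content came from GENCODE v29 on GRCh38 for 22598 genes.

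Total and polysomal RNA of one culture come from the same gradient, as the paper's methods describe, which pairs these libraries. Their deviations from the group means were correlated across the genes tested that were not small RNA genes. The correlations were 0.556, 0.710 and 0.830 in control cultures 1 to 3 and 0.218, -0.00822 and 0.646 in RBMX cultures 1 to 3. Genes are not independent replicates here. The fits with this pairing are given where they changed a count of calls.

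The alternatives were a pseudocount of 0.1, a minimum mean FPKM of 0.1 or 1 or no filter, median-ratio rescaling, quantile normalization, eBayes without trend, a block for the replicate number or the culture, all 12 libraries in one fit, and each replicate left out in turn. Leaving out small RNA genes and a correction for GC content and length, by a loess fit in each library on the genes other than small RNA genes, were added after seeing the data.

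The fits were tested on simulated data made from the libraries' own means and spreads. In them 200 of 14676 genes were changed by a log2 fold change of 1 or 2 in either direction. Another 200 were changed in polysomal RNA only. These genes were not small RNA genes and had a mean above 2 on the log2 scale. Normal noise was drawn independently for each gene and library. Deviations shared between genes or between the libraries of a culture were thus absent, and the results hold for such noise only. Of the changed genes 81% were recovered in total RNA, 87% in polysomal RNA and 80.5% for the difference between fractions, and 2.99%, 2.79% and 4.17% of the calls were unchanged genes. Without any change 0 genes were called and 4.64% had an unadjusted p under 0.05. Camera gave a p of 0.702 for a set of 37 unchanged genes and of 1.76e-37 with a change of -0.3 planted in them. A GC trend planted in 1 library went from a slope of 1.00 to 0.0463 per 20 percent GC over 8435 genes.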

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

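The tests of RBMXL1, of the small RNA genes and of the 8 single genes below were chosen only after the results were seen.

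The listed FPKM of MIR1204, MIR320A and SNORD28 changed differently between the vectors in polysomal and in total RNA. This was tested directly as the difference of the effects over the 12 libraries (limma adjusted p = 8.93e-10, 2.35e-09 and 2.87e-08). In addition, 12 small RNA genes passed the threshold in total RNA and 5 in polysomal RNA, and the paper does not discuss these genes. Of the 10 splits of the 6 cultures, 4 gave as many calls for the difference between fractions, the real one included. As many calls in total RNA came from 1 of the 10 splits of its 6 libraries and in polysomal RNA from 2 of 10, where a share under 0.1 is out of reach. A trend with GC content or length was left open. After a correction for both, fitted on the other genes, 3 of the 3 genes with a difference between fractions stayed past the threshold, and 2 with each culture paired, but such a smooth correction cannot remove a contrast between 0 and values as high as the 4574 to 7479 FPKM of MIR1204. Unstable FPKM values of transcripts shorter than a fragment are in line with the spread within groups, whose median SD was 1.82 on the log2 scale for small RNA genes tested and 0.124 for other genes at similar levels. A group holding both a 0 and an FPKM of at least 10 occurred in 83.0% of small RNA genes and 0.0775% of the others. Groups with 3 libraries at 0 may arise in this way by chance among the 477 small RNA genes tested. For these libraries the paper names a general RNA kit and no small RNA preparation. The values therefore cannot show whether these RNAs respond to RBMX.

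RBMXL1, a paralog outside the paper's discussion, rose by a log2 fold change of 5.14 in total RNA and 4.64 in polysomal RNA, in 3 of 3 libraries each. Induction through the promoter it shares with CCBL2 is argued against, because CCBL2 changed by 0.098 (standard error 0.16, limma adjusted p = 0.766) in total RNA and by 0.035 in polysomal RNA. Fragments of the RBMX transcript assigned to RBMXL1 are a candidate explanation. The RBMXL1 FPKM added per RBMX FPKM added ranged from 0.307 to 0.343 over the 6 RBMX libraries, a ratio of 1.12 between highest and lowest, while the RBMX FPKM added ranged from 944 to 1940, a ratio of 2.05. The coding transcripts align with 95.4% to 96.5% identity. A rise of RBMXL1 in proportion to RBMX stays open.

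RMRP was lower in the total RNA of RBMX-overexpressing cells (log2 fold change -4.12), as was the replication-dependent histone gene HIST1H2AL (-0.94), each in 3 of 3 libraries and neither discussed in the paper. HIST1H2AL was picked because it passed the threshold. The 49 replication-dependent histone genes tested had a median log2 fold change of -0.37 in total RNA, with 42 of them lower, and of -0.37 without control culture 3. Fewer cells in S phase are left open. The 20 S-phase genes had a median of 0.18 with 4 of them lower, but this rested on control culture 3 and became -0.020 without it. Less RNA without poly(A) tails in the RBMX total libraries is consistent with 8 histone variants that carry such tails, which had a median of 0.059 with 2 of them lower, or of -0.010 without control culture 3. Whether the RNA or the library preparation differed stays open, and so does an effect of RBMX on these RNAs. In polysomal RNA the histone median was 0.41 and became -0.41 without RBMX replicate 2.

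Of the other genes past the threshold in total RNA, 8 lie outside the panel and are not small RNA genes, histone genes or RMRP. Their log2 fold changes were 1.32 for KRT17, 1.08 for NPC1L1, 1.04 for IL4I1, 0.92 for CATSPERD, 0.87 for TEKT2, 0.60 for PCBP4, 0.54 for SERTAD1 and -0.51 for NKAIN2, with no overlap between 3 and 3 libraries. On the log2(FPKM + 1) scale the changes of genes with a low FPKM are understated, so this order is no ranking. TEKT2 had a mean of 0.136 FPKM in the control and 1.08 in the RBMX total libraries, against 33.5 and 85.6 for KRT17. Control culture 3 and trends with GC content or length are argued against as the whole explanation, because at least 94.2% of each change was left without the former and 81.1% after correcting for the latter. In each of these fits 4 of the 8 still passed the threshold, and the share of the change left was chosen in place of this number after the number was seen. A deviation of the total libraries alone is argued against by the same sign in polysomal RNA for 8 of 8 genes. An effect of RBMX and one of the transfected plasmid stay open as untested.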

How the results depend on the processing

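No test in this part was chosen only after the result was seen, apart from the settings without small RNA genes and with a correction for GC content and length, which were chosen after seeing the data. All other alternatives were set before the data were examined, and where no cause is given below, the cause was not tested.

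In total RNA 1 panel gene, RBMX, passed under 17 of 17 alternatives, with log2 fold changes from 3.17 to 3.83. HOXC10 stayed lower and above the threshold over all genes under 17 of 17 alternatives in each fraction, from -0.43 to -0.33 in total RNA (limma adjusted p from 0.0737 to 0.539) and from -0.44 to -0.32 in polysomal RNA (limma adjusted p from 0.114 to 0.799). FYN, HOXC4, HOXC9 and HOXC11 kept their direction under 17 of 17 in each fraction, and so did RBMXL1. RBMXL1 in polysomal RNA and RMRP in total RNA kept their direction but missed the threshold under 4 and 5 of 17 alternatives.

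More genes entered with lower filters. With a minimum mean FPKM of 0.1, 62 genes passed in total RNA and 14 in polysomal RNA, and without a filter 77 and 31, against 24 and 7. With all 12 libraries in one fit 60 and 22 passed, 14 of the 24 and 3 of the 7 among them. Small RNA genes made up 4 and 1 of these calls, against 12 and 5. That fit adds degrees of freedom by treating total and polysomal RNA of one culture as independent. Their deviations correlated with 0.556 to 0.830 in control cultures and with -0.00822 to 0.646 in RBMX cultures, so the added degrees of freedom are not all independent. Without small RNA genes 31 passed in total RNA, 26 higher and 5 lower, against 24 with 16 higher and 8 lower, of which 12 were small RNA genes. In the same setting 2 passed in polysomal RNA, 0 for the difference between fractions (59 at an unadjusted p under 0.05) and 6 between polysomal and total RNA of control cells, since 5, 3 and 6 of the calls were small RNA genes. With quantile normalization 3 genes were higher and 5 lower between those fractions, against 3 and 9.

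Leaving out 1 replicate at a time, 19 to 178 genes passed in total RNA and 9 to 126 in polysomal RNA, each highest without RBMX replicate 3. The difference between fractions gave 4 to 7 genes, highest without control replicate 3 and without RBMX replicate 1, against 3. Between polysomal and total RNA of control cells 13 to 199 passed, highest without control replicate 3, against 12. The panel genes called in polysomal RNA ranged from 0 to 1, those called over the list alone from 1 to 10 in each fraction, with 10 only without control replicate 3, and the log2 fold change of RBMX there from 3.00 to 3.38.

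Some small changes reversed. Over the fits without 1 replicate, HNRNPM ranged from -0.031 to 0.75 in total RNA and from -0.028 to 0.76 in polysomal RNA, negative without control replicate 3. HOXC5 ranged from -0.0094 to 0.042 in total RNA and from -0.14 to 0.069 in polysomal RNA, and was -0.058 in total RNA after the GC and length correction. HOXC6 ranged from -0.074 to 0.0064 in total RNA. RMRP ranged from -0.44, without RBMX replicate 2, to 1.78 in polysomal RNA.

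The following are unadjusted p-values of limma's camera unless fry is named. In total RNA the panel set went from 0.0954 to 0.0276 with fry and 0.00186 after the GC and length correction, and ranged from 0.0429 to 0.275 without 1 replicate. The genes upregulated at the polysomal level on knock-down gave 0.0416 without a filter, 0.0174 after the correction and 0.0324 to 0.339 without 1 replicate. The genes upregulated in the Liu dataset gave 0.0216 after the correction, and those downregulated 0.00943 to 0.120 without 1 replicate. In polysomal RNA the ranges without 1 replicate were 0.00257 to 0.0828 for the panel set, 0.00791 to 0.0522 for the genes upregulated on knock-down, 0.0113 to 0.116 for those upregulated and 0.00517 to 0.108 for those downregulated in the Liu dataset. The highest value came without RBMX replicate 3, except for the genes upregulated in the Liu dataset, where it came without RBMX replicate 1.

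For the difference between fractions the ranges without 1 replicate were 0.0299 to 0.786 for the panel set, 0.0316 to 0.985 for the genes upregulated on knock-down, 0.0123 to 0.607 and 0.766 to 0.986 for those upregulated and downregulated in the Liu dataset. The direction of the panel set and of the genes upregulated on knock-down reversed without control replicate 3, and that of the genes upregulated in the Liu dataset without RBMX replicate 1. Those downregulated in the Liu dataset reversed under 4 of 17 alternatives, among them fry (0.998), quantile normalization (0.984) and the fit without small RNA genes (0.915).

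With total and polysomal RNA of each culture paired as a block, 5 genes passed for the difference between fractions, with the same 3 among them, and 6 between polysomal and total RNA of control cells, of which RPSA was the only one that was not a small RNA gene. The pairing changed no call of a panel gene or gene set. With the GC and length correction in the paired fit, the difference of the panel set (0.739) and of the genes upregulated on knock-down (0.906) reversed.

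Control and RBMX libraries share only a replicate number. Their deviations correlated across genes with 0.325, -0.00788 and 0.0390 in total RNA and with -0.121, 0.00221 and 0.0514 in polysomal RNA for numbers 1 to 3. With this number as a replicate block, 13 genes passed in total RNA and 3 in polysomal RNA. No panel gene passed in polysomal RNA (0, with 4 at an unadjusted p under 0.05), where RBMX had a log2 fold change of 3.25 (limma adjusted p = 0.136, and 0.000331 to 0.213 over the alternatives). The genes downregulated in the Liu dataset gave a camera p of 0.0583 in total RNA.

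The number of fragments behind each FPKM is unknown, so for genes under the filter no precision beyond the spread of 3 libraries can be given.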

Differences from the paper's values

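No test in this part was chosen only after the result was seen, apart from 2 added settings named as such. The paper gives 3 panel genes as differentially expressed on overexpression, against 1 here. Of these it gives 2 as upregulated, against 1, and 1 as downregulated, against 0, beside 10 panel genes lower in total RNA and 6 lower in polysomal RNA at an unadjusted p under 0.05. The paper counts 2 at both levels, against 1, and 1 at the polysomal level only, against 0. Supplementary Table 6 of the paper lists 3 at the total level and 2 at the polysomal level, against 1 each. None of the alternatives set before the data were examined closed any of these gaps over all genes.

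The paper calls HOXC10 downregulated at both levels. Here its lowest limma adjusted p over all genes and alternatives was 0.0737 in total RNA and 0.114 in polysomal RNA, both with all 12 libraries in one fit. Adjusted over the list alone, some settings called it. The list includes the transfected gene RBMX, whose small p-value lowers the adjusted values of the genes ranked after it. In total RNA these were quantile normalization (0.0315), eBayes without trend (0.0401), all 12 libraries in one fit (0.0130) and the fit without control replicate 3 (0.0322). In polysomal RNA these were all 12 libraries in one fit (0.0115) and the fit without control replicate 3 (0.0444). Among the settings chosen after seeing the values, leaving out small RNA genes (0.0390, total RNA) and the GC and length correction (0.0165 in total RNA and 0.0374 in polysomal RNA) also did. The fit of all 12 libraries treats total and polysomal RNA of one culture as independent, although they share a lysate.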

Other observations

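The comparisons of the knock-down sets with the rest of the panel, the tests of the panel set, and the tests of control culture 3 and of the amount of RBMX were chosen only after the results were seen.

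In total RNA 1 of the 10 splits of the 6 libraries gave as many panel genes past the threshold, the real one, and likewise 1 of 10 in polysomal RNA. The panel gene counted was RBMX, which the plasmid supplies, so these splits say nothing about the other panel genes. A camera p as small for the panel set came from 2 of the 10 splits in total RNA and 2 of 10 in polysomal RNA. The knock-down sets were tested where their unadjusted camera p was under 0.05. For the genes upregulated on knock-down, upregulated in the Liu dataset and downregulated in it, 1, 1 and 1 of the 10 splits in polysomal RNA gave a p as small, and for the last of these also 1 of 10 in total RNA. With 3 libraries against 3 the share is never under 0.1, so an effect of RBMX and a chance difference between the libraries cannot be told apart in this way. A trend with GC content or length, which all 37 set genes could be corrected for, is argued against as the whole explanation of the lower panel set in polysomal RNA, since its camera p was 0.00312 after the correction. Control culture 3 is argued against likewise, with a camera p of 0.0363 without it.

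A hypothesis was that overexpression reverses the effect of knock-down. The 15 genes that the paper lists as upregulated at the polysomal level on knock-down fell more in polysomal RNA (median log2 fold change -0.17) than the 22 other genes of the panel set (-0.064, one-sided permutation p = 0.0394 from 100000 resamples). The 6 genes upregulated in the Liu dataset fell more (-0.20) than the 31 others (-0.061, one-sided permutation p = 0.0316). Both are consistent with a reversal. The 15 genes of the set downregulated in the Liu dataset did not rise but fell (-0.072), and whether they fell less than the 22 others (-0.10) was left open (one-sided permutation p = 0.406). The 3 tests are unadjusted, the sets share genes, and genes are not independent replicates.

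Interferon-induced genes were higher in RBMX-overexpressing cells, which the paper does not report. A list of 22 such genes, written after some of their values were seen, had a median log2 fold change of 2.11 in total RNA and 2.13 in polysomal RNA. All 22 passed the filter in these cells, and 0 belong to the panel. In each fraction 22 of 22 were higher with no overlap between the groups, where chance gives 10% and the share over all genes tested was 27.3% in total RNA and 22.5% in polysomal RNA. IFIT1 had an FPKM of 67.0, 78.3 and 24.9 in the control total libraries and 475, 559 and 132 in the RBMX total libraries. IFI6 went from 425, 482 and 318 to 2343, 2383 and 959, and IFNB1 from 1.22, 0.867 and 0.813 to 19.2, 22.1 and 3.19. Camera gave a p of 4.30e-15 in total RNA and 2.25e-20 in polysomal RNA at the preset correlation, but 0.131 and 0.0854 with an estimated correlation, and fry gave 0.0262 and 0.0194. None of the 22 passed the threshold alone (0, lowest limma adjusted p = 0.170 in total RNA and 0.400 in polysomal RNA, with 22 and 21 genes at an unadjusted p under 0.05). RBMX culture 3 rose least. Without it 15 of the 22 passed in total RNA and 12 in polysomal RNA, and 178 genes in total RNA altogether, of which 158 were higher in RBMX-overexpressing cells. The difference between fractions was small (camera p of 0.522).

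All 22 interferon-induced genes were lower in control culture 3 than in the other controls in total RNA, but this culture is argued against as the whole explanation by a median of 1.92 without it, and trends with GC content or length by a median of 2.05 after correcting for them. As small a camera p came from 2 of the 10 splits in total RNA, where the other one parted RBMX cultures 1 and 2 from RBMX culture 3 and put control culture 2 with the former, and from 1 of 10 in polysomal RNA. The RBMX cultures had the same order for RBMX and for the list in 3 of 3 cultures, which may arise by chance. A response to RBMX and a response to the transfected plasmid or its transcripts cannot be told apart, because the 2 vectors differ in both.

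RBMX polysomal replicate 2 stood apart from replicates 1 and 3. Its 49 replication-dependent histone genes had a median log2 excess of 2.55, and 46 of them were higher there than in both others. RMRP had an FPKM of 241 there, against 13.6 and 10.1, and RPPH1 had 128, against 8.49 and 5.01. More cells in S phase are argued against by a median excess of -0.064 for 20 S-phase genes. Less complete poly(A) selection of this library is consistent with a median excess of -0.23 for the 8 histone variants with poly(A) tails. Apart from the share of cells in S phase, no biological explanation was tested for this single library.

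Control culture 3 stood apart from controls 1 and 2. The deviations of its total and polysomal library correlated with 0.830 across genes, and 165 genes lay more than 1 log2 unit below and 22 above the other controls in both fractions. HSP90AA1 had an FPKM of 141 in its total library against 372 and 397, and HNRNPM 75.1 against 219 and 225. Its estimated relative depth was lowest in the total library (0.785) and above that of the other controls in the polysomal library (1.23). Only 25.8% and 23.3% of the low genes compared shared 1 step in these libraries. The estimate is thus too rough to exclude library depth. A trend with GC content or length is argued against by a correlation of 0.861 after correcting for both. A larger share of nuclear RNA stays open, since MALAT1 was higher by 1.23 in total RNA and 1.11 in polysomal RNA and NEAT1 by 0.61 and 1.18, but XIST changed by a mean of -0.088 over both libraries. More nuclear RNA and a different state of this culture cannot be told apart. No other property of the culture was tested.

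Between polysomal and total RNA of control cells, 1 of the 4 splits of the 6 libraries that part every culture gave as many genes past the threshold, the real one with 12 genes. The others gave 0, 1 and 5 genes, and the splits that keep a culture together differ in that they also compare cultures and gave from 2 to 9. This comparison is not made in the paper.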
